A study of Mus musculus with 29 samples. Its data were reported in "Mitotic chromosome binding predicts transcription factor properties in interphase" (2019).

How the data were processed

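Transcription factors carrying an HA tag were expressed in NIH-3T3 cells, a mouse fibroblast line, from transgenes induced overnight with 500 ng/ml doxycycline. Cells were fixed with 1% formaldehyde and chromatin was precipitated with an anti-HA antibody and sequenced (ChIP-seq). The labels describe 29 samples. Of these, 28 have a list of peaks and 1 is input chromatin, which was not used here. The 28 lists belong to 24 constructs: 21 wild-type factors, 2 FOXA1 mutants named RR and SW, and OCT4-HA co-expressed with SOX2 fused to the fluorescent protein YPet. BHLHB8-HA, FOXA1-HA, OCT4-HA and SOX2-HA have 2 lists each, and the other 20 constructs have 1 list each. Groups and replicate numbers were taken from the labels.

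The authors aligned short paired-end reads to mm10 with STAR and kept unique alignments. They removed duplicate reads with Picard and kept the autosomes, X and Y. They called peaks separately for each sample with MACS2 in paired-end mode, and discarded peaks that overlapped input peaks or blacklisted regions. The deposited files give the chromosome, start and end of each peak in bp, in 3 columns, and no score, height, read number or other value. The sequencing depth behind each list is therefore unknown, and differences in depth between libraries were not removed by anything done here. All peaks lay within the chromosome lengths of GRCm38, whose sequence and GENCODE vM21 annotation were used. Printed coordinates are on GRCm38 and count from 1.

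Computations used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9. A peak was counted as overlapping a list when it shared at least 1 bp with a peak of it. For each construct the peaks of duplicate lists were merged, and peaks of all constructs that touched were merged into sites. Sites with peaks of 10 or more constructs are called widely shared. Co-occupancy of a pair of constructs was measured as the log2 odds ratio over all merged sites, with 0.5 added to each cell. The number of widely shared sites was set against 1000 random assignments that kept each construct's number of sites. A random placement share is the share expected for peaks of the same widths placed evenly on their own chromosome, between the first and the last peak of any list on it. Intervals on shares are 95% exact (Clopper-Pearson) intervals. They cover counting error over peaks only, and not the error between libraries.

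Duplicates were compared with an exact one-sided test over all ways to pair the 8 duplicate lists. Wild-type and mutant FOXA1 were compared with an exact two-sided permutation test. Shares of peaks were compared with Fisher's exact test, two-sided, in which the peaks and not the libraries are the units. Family co-occupancy used 100000 permutations of the family labels, over wild-type factors with at least 500 peaks. Correlations over constructs used 100000 permutations, and their p-values were adjusted together by the Benjamini-Hochberg method. A promoter peak has its midpoint within 1 kb of the start of a protein-coding transcript.

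For each factor with a consensus sequence chosen before the data were examined, the central 200 bp of its peaks were scanned on both strands. Controls were windows of the same size 5 kb downstream that touched no peak of any list. Fisher's exact test was applied per list, with Benjamini-Hochberg adjustment over the lists and a threshold of 0.05. A second control, added after the data were examined, weights all 281032 control windows to the GC content of the peaks, in classes of 10 G or C bases. Shares were compared with this control by an exact binomial test, two-sided, which takes the control share as known without error. RHOX11-HA, TOX3-HA, PRR3-HA, THAP4-HA and ZFP319-HA had no consensus, so they entered the test of the AP-1 sequence TGASTCA but not that of own consensus. The consensus sequences of other factors were also counted in all lists for comparison. The text names by position the genes that encode the expressed factors, the 3 merged sites with the most constructs, and the 2 widest overlapping peaks for the FOXA1 mutants and OCT4. Other items named were chosen after their values were seen.

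The overlap and sequence counts were tested on simulated data. In 6 simulated lists with a planted overlap, the recovered share differed from the planted one by at most 0.486 percentage points. In 6 simulated sets of 5000 windows, the recovered excess of a planted sequence differed by at most 1.33 percentage points. The largest of these differences came from a set with nothing planted, where Fisher's exact test gave p = 0.00293. In 600 further sets with nothing planted, 29 (4.83%) gave a p-value under 0.05. The simulated windows had bases drawn evenly at random, with the same composition in peaks and controls. This rate therefore does not cover differences in GC content between real peaks and their neighbouring controls.

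Alternatives were fixed before the data were examined, except where the text says otherwise. They cover peaks of at least 300 bp, autosomes only, a reciprocal overlap of 50%, other list sizes and merging distances, leaving out each replicate, and treating the replicate number as a block. Mitotic bound fractions, binding rates from single-molecule imaging and chromatin accessibility were not analysed here, so relations between these and the number of peaks were not computed.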

Results

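Binding sites of 21 HA-tagged transcription factors, 2 FOXA1 mutants and 1 OCT4 construct co-expressed with SOX2 were mapped by anti-HA ChIP-seq in NIH-3T3 fibroblasts, with the number of peaks as the measure of genome occupancy. The 28 lists held 304922 peaks in all, with a median of 5074 per list. Numbers ran from 52 in OCT4-HA replicate 2 to 61991 in BHLHB8-HA replicate 2, a 1192-fold range. More than 10000 peaks were found in 9 lists and fewer than 200 in 6 lists. The files carry no read numbers, so the depth of each sample is unknown. The 20 constructs with a single list have no replicate error of their own, and the spread between duplicates of the other 4 is used as a guide.

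**Figure D1:**
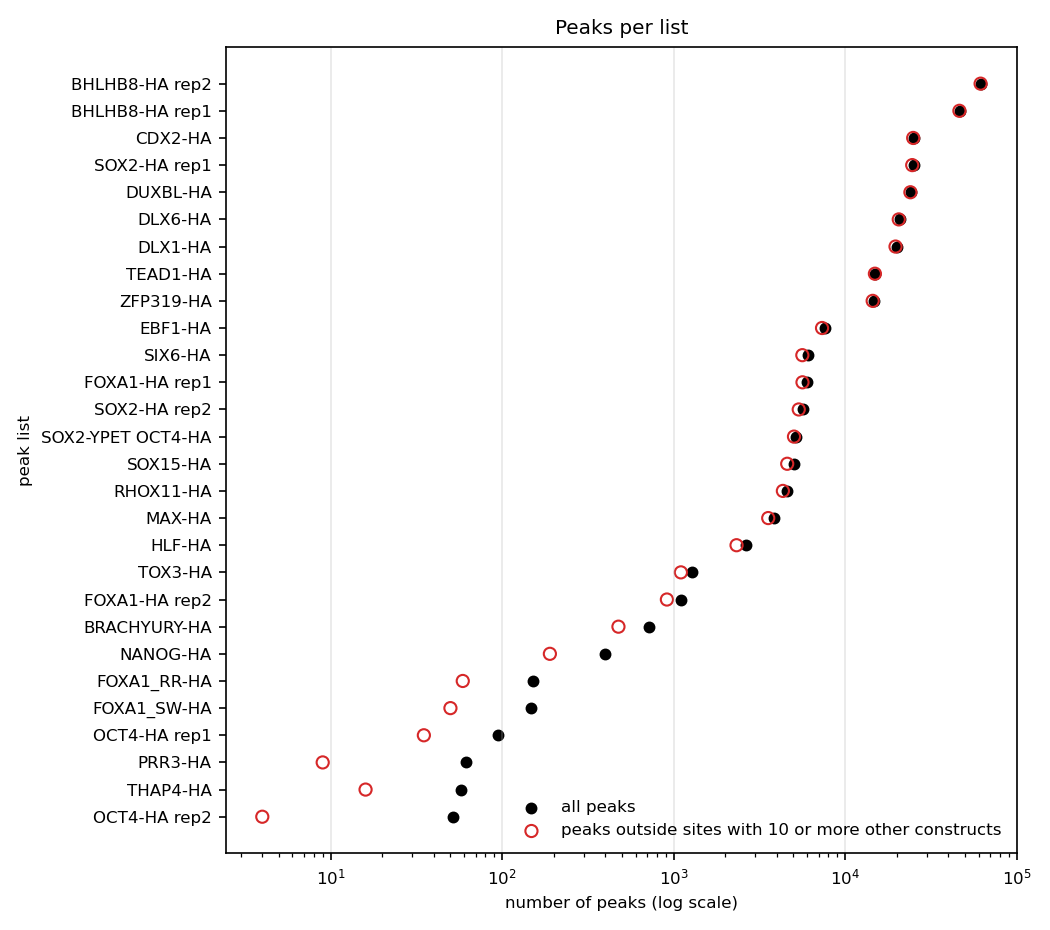
Number of peaks in each of the 28 lists on a log scale (filled points), and the number left outside merged sites that hold peaks of 10 or more other constructs (open circles). OCT4-HA replicate 2 has 52 peaks, of which 4 lie outside such sites, while BHLHB8-HA replicate 2 has 61991 and 61646.

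The 4 factors with duplicate lists give the spread between libraries. BHLHB8-HA had 54417 ± 10712 peaks (mean and SD, n = 2), FOXA1-HA had 3566 ± 3489 (n = 2), OCT4-HA had 73.5 ± 30.4 (n = 2) and SOX2-HA had 15371 ± 13688 (n = 2). The fold between duplicates was 1.32 for BHLHB8-HA, 5.49 for FOXA1-HA, 1.83 for OCT4-HA and 4.40 for SOX2-HA. The pooled SD of the log10 number was 0.361, which corresponds to a factor of 2.30. The mean absolute log10 difference within duplicates was 0.442, against a median of 1.47 over all ways to pair the 8 lists, and lists of one factor were closer in number than lists of different factors (exact one-sided p = 0.0286). On ranks in place of log10 numbers the difference no longer passed 0.05 (exact one-sided p = 0.0667).

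The duplicates were also compared by position. The share of the shorter list that overlapped the longer one was 53.3% for BHLHB8-HA (24969 of 46842 peaks), 77.6% for FOXA1-HA (853 of 1099), 53.8% for OCT4-HA (28 of 52) and 92.8% for SOX2-HA (5283 of 5692). The mean of these shares was 69.4%, against a median of 59.98% over all pairings, and this difference was not detectable at 0.05 (exact one-sided p = 0.0857). When a reciprocal overlap of 50% was required the mean share was 53.3% (exact one-sided p = 0.0286), and with the Jaccard index of covered bases the mean was 19.03% (exact one-sided p = 0.00952).

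Peaks of all constructs merged into 168506 sites, of which 128630 (76.3%) held peaks of a single construct. Widely shared sites, with peaks of 10 or more constructs, numbered 726, or 0.431% of the merged sites. At most 1 such site arose in any of 1000 random assignments. With 5 or more constructs in place of 10 the number was 9440. Sites with peaks of 2 or more constructs numbered 39876, below the largest number in a random assignment, which was 84085. Every merged site holds at least 1 construct, while a random assignment can leave a site empty. This second comparison thus does not show less sharing than by chance. Peaks of 20 or more constructs were present at 37 sites, and peaks of all 24 at 3. These lie on chromosome 1 from 26686879 to 26688342 over exons of 4931408C20Rik, on chromosome 4 from 146173393 to 146174920 in an intron of Zfp600, and on chromosome 17 from 24719879 to 24721863 over exons of Rps2 and of noncoding RNA genes.

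The lists with few peaks lay mostly at positions that many other constructs shared. In the 6 lists with fewer than 200 peaks, 60.9% to 92.3% of peaks lay at sites with peaks of 10 or more other constructs. In the 9 lists with more than 10000 peaks this share was 0.287% to 2.24%, and in the 13 lists between these it was 2.18% to 52.0%. The small number of such sites keeps the share low in a long list, whatever its peaks: BHLHB8-HA replicate 1 had 453 peaks at them, or 0.967%. PRR3-HA had 53 of 62 peaks (85.5%, interval 74.2 to 93.1) at such sites and THAP4-HA had 42 of 58 (72.4%, interval 59.1 to 83.3).

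The FOXA1 mutants were included because of their weaker nonspecific interaction with DNA. FOXA1_RR-HA had 151 peaks and FOXA1_SW-HA had 147, against 6033 and 1099 in the duplicates of the wild type. The ratio of geometric means was 17.3, larger than the 5.49-fold difference between the wild-type duplicates. It depended on the replicate, being 7.38 without replicate 1 and 40.5 without replicate 2. The exact two-sided permutation p for 2 lists against 2 was 0.333, the smallest this design can give. Outside widely shared sites, an alternative added after the data were examined, the wild type had 5419 and 852 peaks and the mutants 51 and 44, a ratio of 45.4.

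Of the FOXA1_RR-HA peaks, 132 of 151 (87.4%, interval 81.0 to 92.3) overlapped a wild-type peak, and of the FOXA1_SW-HA peaks 99 of 147 did (67.3%, interval 59.1 to 74.8). These shares differed (Fisher's exact p = 4.62e-05). Random placement gave 0.171% and 0.168%. Unrelated short lists overlapped the FOXA1 peaks to a like degree, with 73.1% of OCT4-HA peaks, 83.9% of PRR3-HA peaks and 69.0% of THAP4-HA peaks. Outside widely shared sites the share was 36 of 51 peaks (70.6%, interval 56.2 to 82.5) for FOXA1_RR-HA and 12 of 44 (27.3%, interval 14.96 to 42.8) for FOXA1_SW-HA, beside 10 of 35 (28.6%, interval 14.6 to 46.3) for OCT4-HA. The widest overlapping FOXA1_RR-HA peaks lay on chromosome 4 from 3178392 to 3179887, between genes, and on chromosome 5 from 146834256 to 146835680 over Rpl21. For FOXA1_SW-HA they lay on chromosome 2 from 26911079 to 26912863 over Rpl7a and on chromosome 1 from 26686907 to 26688240 over 4931408C20Rik. The forkhead sequence TRTTTAC was present in 17.2% of FOXA1_RR-HA peaks (interval 11.6 to 24.2) and 3.40% of FOXA1_SW-HA peaks (interval 1.11 to 7.76), against 4.51% and 3.64% of control windows with the same GC content. The mutants differed in this share (Fisher's exact p = 9.05e-05).

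Co-expression with SOX2-YPet tests whether a binding partner changes how many sites OCT4-HA occupies. The co-expression list had 5146 peaks, against 95 and 52 in the OCT4-HA duplicates. Its ratio to their geometric mean was 73.2, and the ratios to each were 54.2 and 99.0, all larger than any fold between duplicates of one factor. No test was made of these ratios, as the co-expression group has 1 list and no replicate error of its own. Outside widely shared sites the numbers were 5019 against 32 and 4, a ratio of 444. The narrowest peak was 253 bp in the co-expression list and 219 and 213 bp in the OCT4-HA lists, so a difference between libraries in this length goes along with the difference between the groups.

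The sites of OCT4-HA were then set against those of SOX2-HA. Of the merged OCT4-HA peaks 96 of 119 (80.7%, interval 72.4 to 87.3) overlapped a SOX2-HA peak. In the co-expression list 165 of 5146 did (3.21%, interval 2.74 to 3.72), where random placement gave 0.854%. The shares differed by a log2 odds ratio of -6.95 (Fisher's exact p = 2.55e-110). Outside widely shared sites they were 60% (21 of 35 peaks) and 1.39% (70 of 5019; Fisher's exact p = 3.79e-29). Among the 23 other constructs ranked by co-occupancy with SOX2-HA over merged sites, the co-expression construct was second from the bottom with a log2 odds ratio of -2.11. TEAD1-HA was the lowest at -2.87 and SOX15-HA the highest at 6.05, and OCT4-HA alone had 4.94. These ratios are taken over sites that at least 1 construct occupied, so they fall with the share of peaks found in no other construct, which was 62.2% in the co-expression list and 67.1% in TEAD1-HA. A value below 0 is therefore not a deficit against random placement. The share of peaks found in no other construct does not set the order alone. It was higher in CDX2-HA (77.7%), DUXBL-HA (75.8%) and ZFP319-HA (73.9%), whose ratios with SOX2-HA were -0.0400, -0.0238 and -0.490. The co-expression peaks overlapped BHLHB8-HA replicate 1 in 5.17% of cases and replicate 2 in 32.2%, where random placement gave 1.67% and 2.47%. Of the merged OCT4-HA peaks 59 of 119 (49.6%, interval 40.3 to 58.9) overlapped a co-expression peak. The widest OCT4-HA peaks that did so lay on chromosome 8 from 26160913 to 26162469 over Thap1 and on chromosome 2 from 26911405 to 26912753 over Rpl7a.

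**Figure D2:**
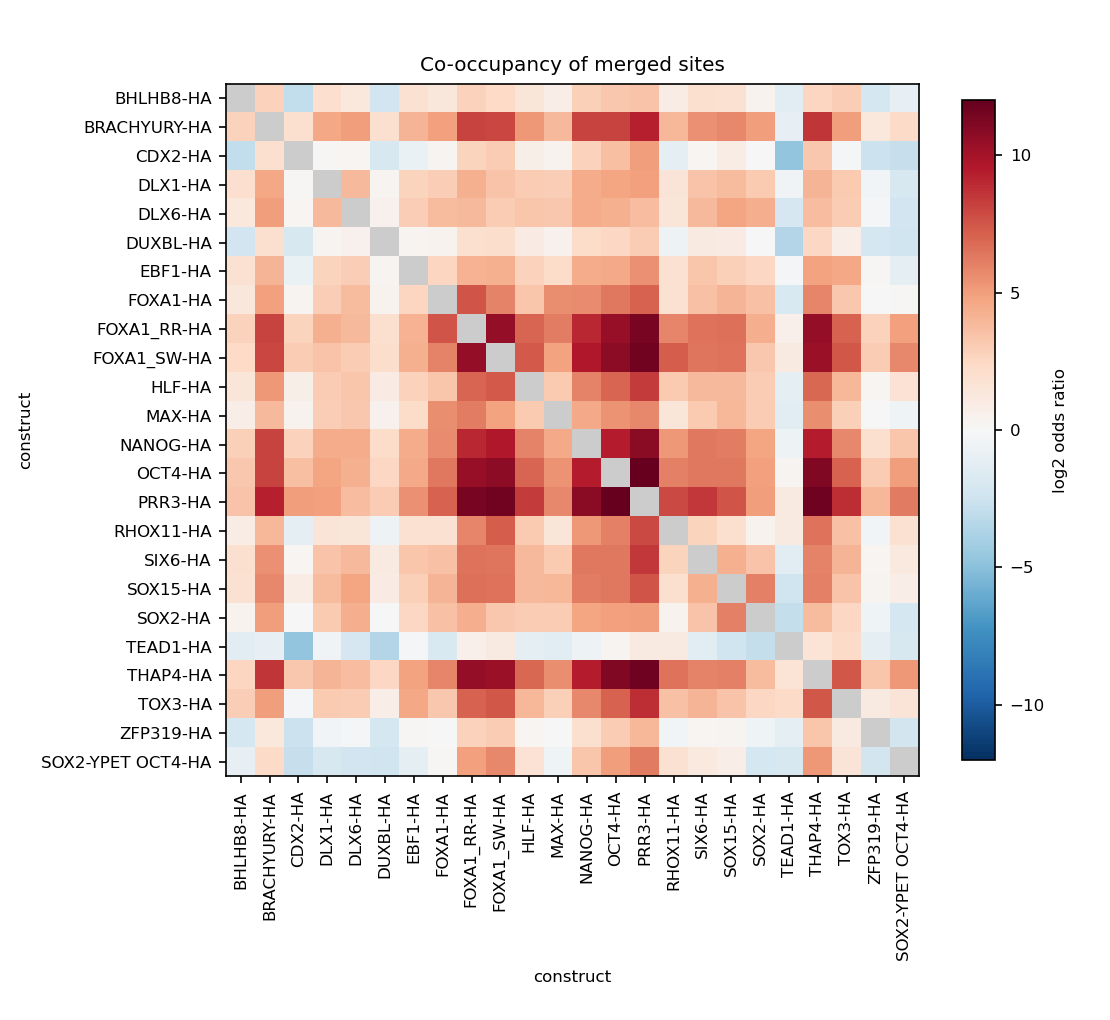
Co-occupancy of each pair of the 24 constructs as the log2 odds ratio over all merged sites, with the diagonal in grey. SOX15-HA has the highest value with SOX2-HA (6.05), and the co-expression construct has -2.11 with SOX2-HA.

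Whether factors with the same type of DNA-binding domain share more sites was examined over 17 wild-type factors with at least 500 peaks. The median log2 odds ratio was 1.06 over 19 pairs within a family and 1.91 over 117 pairs between families. The difference of -0.85 was not detectable (permutation two-sided p = 0.590). Across the alternatives it ranged from -1.05 to -0.01, closest to 0 when lists of at least 100 peaks were admitted. The pair with the highest value was SOX2-HA with SOX15-HA, whose peaks overlapped SOX2-HA peaks in 4514 of 5002 cases (90.2%, interval 89.4 to 91.1). FOXA1-HA with MAX-HA ranked 3 of 136 pairs, with a log2 odds ratio of 5.58.

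Peak width and peak number were compared over the 24 constructs because width depends on enrichment and depth. Spearman's rho was 0.147 (permutation p = 0.488, adjusted p = 0.791) and Pearson's r was 0.0628 (permutation p = 0.770, adjusted p = 0.986). Without the 2 constructs farthest from the median number, r was 0.420. With the mean width in place of the median, rho was -0.115. The narrowest peak of a list, which differed between libraries from 143 to 264 bp, correlated with the median width (rho = 0.560, permutation p = 0.00512, adjusted p = 0.0205; r = 0.620, permutation p = 0.00137, adjusted p = 0.00731; r without 2 constructs, 0.534). Among the 12 constructs whose narrowest peak was at or under the median, width rose with number (rho = 0.839, permutation p = 0.00104, adjusted p = 0.00731; r = 0.838, permutation p = 0.00064, adjusted p = 0.00731; r without 2 constructs, 0.737). Among the other 12, rho was -0.218 (permutation p = 0.495, adjusted p = 0.791) and r was -0.0242 (permutation p = 0.938, adjusted p = 0.986), but r was 0.461 without the 2 constructs farthest from the median, THAP4-HA and PRR3-HA. No test was made without those constructs, and the difference between the sets was not tested. This split was chosen after the data were examined, and 8 relations with 16 p-values were adjusted together.

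The share of promoter peaks did not vary detectably with the number of peaks (rho = -0.288, permutation p = 0.171, adjusted p = 0.548; r = -0.104, permutation p = 0.631, adjusted p = 0.918; r without 2 constructs, -0.0234). It did not do so in either set of 12 constructs (rho = 0.0559, permutation p = 0.867, and rho = -0.287, permutation p = 0.367). The share was 46.7% in TEAD1-HA, 46.1% in RHOX11-HA and 42.0% in TOX3-HA. The other lists had from 3.76% in CDX2-HA to 25.9% in THAP4-HA. The regions within 1 kb of a start site make up 3.70% of the known genome.

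The consensus sequence of each factor was counted in its own peaks, as the basis for the fraction of its occurrences that are occupied. The share of peaks with the sequence was above the neighbouring control regions in 16 of 23 lists and below them in 2. It was 72.8% against 27.5% for SOX2-HA replicate 2, 53.5% against 27.8% for SOX2-HA replicate 1, and SOX15-HA had it in 3001 of 5002 peaks, against 28.0% of controls. CDX2-HA had 44.9% against 8.91%, DUXBL-HA 26.3% against 0.310% and EBF1-HA 13.5% against 0.594%. FOXA1-HA had 37.2% against 6.09% in replicate 1 and 33.1% against 5.39% in replicate 2. BHLHB8-HA had 37.8% against 8.40% and 35.1% against 8.36%. For OCT4-HA the octamer ATGCWAAT was present in 9 of 95 peaks of replicate 1 (9.47%, interval 4.42 to 17.2) and 0 of 87 controls, and in 1 of 52 peaks of replicate 2 and 1 of 42 controls. With upstream controls the call for OCT4-HA replicate 1 was lost and 15 lists were above. The 5 lists without a detectable difference were BRACHYURY-HA, FOXA1_SW-HA, MAX-HA, NANOG-HA and OCT4-HA replicate 2. Against GC-matched controls MAX-HA was called above (2.92% against 2.34%, exact binomial p = 0.0214), which made 17 lists.

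The lists below their controls were TEAD1-HA, where CATTCC was present in 4.51% of peaks and 10.5% of controls (Fisher's exact p = 1.35e-86, adjusted p = 3.11e-86), and the co-expression list, where the octamer was present in 1.38% of peaks and 3.47% of controls (Fisher's exact p = 7.94e-12, adjusted p = 1.14e-11). Against control windows with the same GC content, TEAD1-HA stayed below (7.26% of controls, exact binomial p = 1.41e-43), as it did for 11 of 15 other sequences. The co-expression list did not stay below (1.15% of controls, exact binomial p = 0.132). The OCT4-SOX2 composite sequence TTGTNATGCAAA was present in 0 of 5146 co-expression peaks, which allows a share of up to 0.0717% (exact interval), and in 3 of 4733 controls. Sites in peak windows covered 9.76% of the genome's occurrences of the DUXBL sequence, 2.36% of those of EBF1, and 0.408% and 0.150% of those of SOX2 in replicates 1 and 2.

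**Figure D3:**
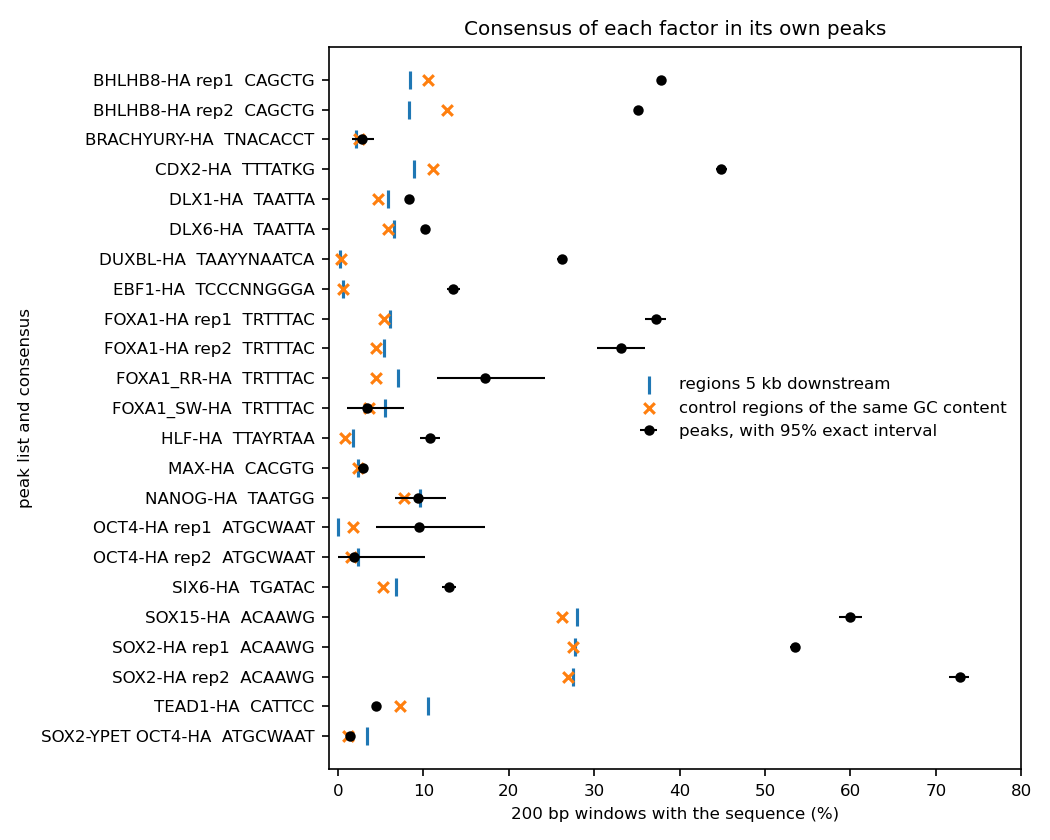
Percentage of 200 bp windows with the factor's consensus in its own peaks (points, with 95% exact intervals), in regions 5 kb downstream (bars) and in control regions of the same GC content (crosses), for 23 lists. DUXBL-HA stands at 26.3% against 0.310% downstream, and TEAD1-HA at 4.51% against 10.5%.

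The AP-1 sequence TGASTCA, which belongs to none of the expressed factors, was above the neighbouring controls in 20 of 28 lists and below them in TEAD1-HA (1.42% against 2.94%, Fisher's exact p = 5.84e-19). It was present in 28.8% and 28.1% of SOX2-HA peaks, 27.2% of DLX1-HA peaks and 26.6% of SIX6-HA peaks. In the co-expression list it was present in 3.46% of peaks and 2.87% of controls, a difference that was not detectable (Fisher's exact p = 0.108). With whole peaks in place of the central windows the co-expression list was called above its controls, and with upstream or GC-matched controls FOXA1_RR-HA was, for 21 lists each.

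Peaks were also sought in the gene that encodes the expressed factor. A peak on the coding exons was present for 11 of 25 pairs of a construct and its gene, against 18 of 479 pairs of a construct and the gene of another factor (3.76%). Permuting constructs among genes gave p = 1e-05, one-sided, the smallest that 100000 permutations can give. In SIX6-HA the peak covered chromosome 12 from 72940164 to 72941655 in Six6, in NANOG-HA chromosome 6 from 122711763 to 122713297 in Nanog, and in SOX15-HA chromosome 11 from 69655824 to 69656483 in Sox15. BHLHB8-HA had a peak on the coding exon of Bhlha15, from 144191079 to 144191662 on chromosome 5, in replicate 1 and a like one in replicate 2. The co-expression list had peaks on Pou5f1, which encodes OCT4, on chromosome 17 from 35509207 to 35510296, and on Sox2, on chromosome 3 from 34650545 to 34651328. Coding-exon peaks were also present for T, Cdx2, Dlx6, Foxa1 (in FOXA1_SW-HA only) and Tox3. Neither duplicate of FOXA1-HA, OCT4-HA or SOX2-HA had one. In DLX1-HA, EBF1-HA, HLF-HA, MAX-HA, TEAD1-HA and THAP4-HA the peaks in the factor's own gene lay outside its coding exons.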

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

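The alternative that leaves out widely shared sites for FOXA1 and the controls of the same GC content were chosen only after the results were seen, and the other alternatives were planned. Of 57 values under alternatives for 13 results, 43 kept their direction and their side of the threshold or stayed within the spread. The other 14 comprised 1 that no longer passed the threshold, 2 that now passed it, 1 that reversed and 10 that moved. The spread allowed differed between results. FOXA1 ratios from 7.38 to 45.4 beside 17.3 were counted among the 43, while 436 widely shared sites beside 726 were counted as moved.

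The closeness of duplicates in peak number passed 0.05 with peaks of at least 300 bp and on autosomes, but on ranks the mean difference of 1.5 did not (exact p = 0.0667). Overlap of duplicates passed with a reciprocal overlap of 50% (mean share 53.3%, exact p = 0.0286) and with the Jaccard index (19.03%, exact p = 0.00952). The cause was not tested. With the replicate number as a block, over the 24 ways to pair a replicate 1 with a replicate 2, the difference in log10 number, after centring on the mean of each replicate number, was 0.311 (exact p = 0.0417) and the overlap was 69.4% (exact p = 0.125). The labels share only a number across factors, so this pairing is not known to be real. Replicate 1 had the longer list in 3 of 4 factors.

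Widely shared sites numbered 9440 when 5 constructs sufficed and 189 with peaks of at least 300 bp, as fewer constructs or fewer peaks imply. They numbered from 436 to 701 across the counts that left out one replicate of the duplicated factors. The share of mutant peaks in wild-type FOXA1 under a reciprocal overlap of 50% was 68.9% for FOXA1_RR-HA and 49.0% for FOXA1_SW-HA. With one wild-type replicate left out it was 70.9% both times for FOXA1_RR-HA and from 47.6% to 57.8% for FOXA1_SW-HA. Leaving out a replicate can only lower a share. The size of the set left does not order the shares. FOXA1_SW-HA had 57.8% with replicate 2 alone (1099 wild-type peaks) and 47.6% with replicate 1 alone (6033).

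The FOXA1 ratio ranged from 7.38 without replicate 1 to 45.4 outside widely shared sites. The OCT4 ratio ranged from 54.2 without replicate 2 to 444 outside widely shared sites, where OCT4-HA replicate 2 kept 4 peaks, so its size rests on few peaks. The lower SOX2 overlap of the co-expression list kept its direction, with log2 odds ratios from -8.02 to -6.04 and Fisher's exact p from 4.45e-93 to 3.79e-29. Family co-occupancy passed 0.05 under none of its 6 alternatives. The relation of width and number reversed to rho = -0.115 with the mean width, where neither value passed 0.05, and the cause was not tested. Own-consensus calls numbered 15 to 17, and 15 or 16 of them were among the 16. Unknown depth limits every comparison of peak numbers made here. The paper had the reads, and reports that its correlation of peak number with mitotic bound fraction held after downsampling to equal read numbers. It also reports a higher fraction of reads in peaks for OCT4-HA under co-expression.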

Other observations

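The tests of dense 1 Mb bins and of a wrong label for the co-expression list, of shared accessible sites for MAX-HA and of mixing for DLX1-HA were chosen only after the results were seen, as were the comparisons of the CACGTG excess across lists and of the TEAD1-HA deficit across sequences. Tests against GC-matched controls rest on a control added after the data were examined. Depth and library size were not tested, since the files carry no reads.

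Peaks on the coding exons of the expressed factor's own gene were present in 44% of construct and gene pairs, against 3.76% of pairs with the gene of another factor. Of the 16 such peaks, 14 lay within the coding span of the gene, introns included. Reads from the integrated coding sequence of the transgene may give these peaks, which would then not be binding sites. TOX3-HA had 9 peaks in Tox3, of which 3 lay on coding exons, and BRACHYURY-HA had 3 in T, of which 2 did. The others lay in introns, which reads from a coding sequence would not give. Peaks on coding exons were present in both duplicates of BHLHB8-HA but in neither of FOXA1-HA, OCT4-HA and SOX2-HA, so the marker is not found in every library. Binding of a factor to its own gene stays open as an untested alternative.

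The short lists had at least 60.9% of their peaks at sites with peaks of 10 or more other constructs. Positions that are enriched in any cell line whatever factor is expressed may make up most of the peaks of OCT4-HA, THAP4-HA, PRR3-HA and the FOXA1 mutants. The comparison with the long lists that was stated beforehand is not used as support, since the small number of such sites keeps their share in a long list low. DLX1-HA had 451 peaks at them, more than any short list has peaks. A part is not covered by this. For the sequences, sites with peaks of 10 or more constructs were used, the list's own construct included. The forkhead sequence was in 14 of 51 FOXA1_RR-HA peaks outside such sites (27.5%, against 4.77% of GC-matched controls, exact binomial p = 7.59e-08). At them it was in 12 of 100 (12%, against 4.38%, exact binomial p = 0.00147). The octamer was in 4 of 32 peaks of OCT4-HA replicate 1 outside such sites (12.5%, against 2.08%, exact binomial p = 0.0042). At them it was in 5 of 63 (7.94%, against 1.59%, exact binomial p = 0.00331). In replicate 2 it was in 0 of 4 outside such sites and 1 of 48 at them. The factor's own sequence was thus above GC-matched controls even at shared sites in FOXA1_RR-HA and OCT4-HA replicate 1. In FOXA1_SW-HA the forkhead sequence was present outside such sites in 2 of 44 (4.55%, against 3.21%, exact binomial p = 0.653). A difference between the mutants in binding stays open, and each has 1 library.

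FOXA1-HA replicate 2 had fewer peaks than replicate 1, and 77.6% of them overlapped a replicate 1 peak. The replicate 1 peaks they overlapped had a median width of 365 bp, against 253 bp for the rest. In each of the other duplicate pairs too, overlapped peaks of the longer list were wider, with 478 against 318 bp for BHLHB8-HA. The BHLHB8-HA lists differed only 1.32-fold in number, so the widths do not decide for a weaker library. Lower enrichment or depth in one library, which keeps the strongest sites, is a candidate explanation. Which of enrichment and depth differed cannot be read from peak positions.

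The sequences of both SOX2 and OCT4 were below the neighbouring controls in the co-expression list, whose peaks had a mean GC content of 50.8% against 40.3% in the controls. Against controls of the same GC content the SOX sequence ACAAWG was in 21.9% of peaks and 22.4% of controls (exact binomial p = 0.452). The octamer was in 1.38% and 1.15% (exact binomial p = 0.132). Base composition may thus account for the deficit. It leaves the list without a detectable excess of either sequence.

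The co-expression peaks crowded into few regions. Outside widely shared sites 30.9% of them lay in the 137 of 2737 bins of 1 Mb with the most RHOX11-HA peaks, against 8.14% and 8.40% of the SOX2-HA peaks. The 8 bins from 3000001 to 11000000 on chromosome 5 held from 68 to 112 co-expression peaks each. More copies of DNA in these regions of the cell line may give more reads whatever factor is expressed. Outside widely shared sites NANOG-HA had 75 of 153 peaks in these bins (49.0%) and HLF-HA 499 of 2213 (22.5%), so the crowding is not particular to one list. Copy number itself was not analysed here. The low SOX2 overlap was not confined to these regions, and the share was higher inside them than outside. Of the 3468 peaks outside these bins 0.952% overlapped a SOX2-HA peak (interval 0.656 to 1.33). Of the 1551 inside 2.39% did, against 60% for OCT4-HA alone. Leaving out these bins thus did not raise the share.

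A wrong label for the co-expression list, from cells without both transgenes, is argued against by a mislabelled sample test with 1 peak on the coding exons of Pou5f1, and one more on those of Sox2. No list of another construct had a peak on either. Why fewer of its peaks overlap SOX2-HA sites than those of OCT4-HA alone stays open. Its overlap was 3.21% against 0.854% by random placement over all peaks, and 1.39% against 0.853% outside widely shared sites. The intervals were 2.74 to 3.72 over all peaks and 1.09 to 1.76 outside widely shared sites, both above random placement. Outside the dense bins the interval (0.656 to 1.33) covers a share of 0.853%, and inside them (1.69 to 3.27) it does not. That random share is for all peaks outside widely shared sites and not for the bins. A true change of OCT4 binding by SOX2 was not told from background by any test here.

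The MAX-HA list resembled that of FOXA1-HA, with 54.3% of its peaks in FOXA1-HA peaks and the forkhead sequence in 41.8%. Accessible sites common to all factors are argued against, since the 23 lists other than FOXA1 and MAX had the forkhead sequence in 0% to 12.2% of peaks. In the 1754 MAX-HA peaks off FOXA1-HA peaks the share was 43.5%. A mislabelled sample, with a forkhead factor in place of MAX, may give this. The test stated for it was that the MAX sequence CACGTG would not be above GC-matched controls in those peaks. It was above them, at 3.08% against 2.13% (exact binomial p = 0.0101), the outcome named as speaking against a wrong label. However, among peaks off FOXA1-HA peaks this excess of 1.44-fold in MAX-HA ranked 3 of 18 lists, after TEAD1-HA (2.63-fold) and RHOX11-HA (1.87-fold) and beside HLF-HA (1.41-fold), so it is not particular to MAX. Over all 3836 MAX-HA peaks, the planned comparison with neighbouring controls gave 2.92% against 2.34% (Fisher's exact p = 0.125). The explanations cannot be told apart, as MAX-HA has 1 library and no peak on the coding exons of Max.

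The TEAD1-HA list had CATTCC in 4.51% of peaks, below both its neighbours and GC-matched controls (7.26%). Its peaks had a mean GC content of 58.6%. Of 15 other sequences 11 were also below GC-matched controls in this list, at 0.225 to 0.661 times their share, and CATTCC at 0.621 times lies within this range. Matching on GC content thus leaves a deficit across many sequences, and base composition beyond GC content cannot be told apart from a lack of this sequence. No biological explanation was tested.

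Of the DLX1-HA peaks 77.0% overlapped a BHLHB8-HA peak, and of the DLX6-HA peaks 67.4% did. The BHLHB8 sequence CAGCTG was present in 29.7% of DLX1-HA peaks and 14.3% of DLX6-HA peaks. Reads of a BHLHB8-HA library mixed into the DLX1-HA library might give this. The DLX1-HA list had a peak over 90.7% of the coding exon of Bhlha15, but the TEAD1-HA list also had one, over 90.9%. Off BHLHB8-HA peaks CAGCTG was still above GC-matched controls in DLX1-HA (8.83% against 6.03%, exact binomial p = 5.25e-14). It was below them in DLX6-HA (4.57% against 6.03%, exact binomial p = 1.45e-07). Sites below the calling limit in BHLHB8-HA would leave such an excess. Mixing and shared binding cannot be told apart, since DLX1-HA has 1 library.

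The ZFP319-HA list had the repeat GAGAGAGA in 91.3% of its peaks, against 3.92% of controls.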
